# *Arabidopsis* Heat Stress-Induced Proteins Are Enriched in Electrostatically Charged Amino Acids and Intrinsically Disordered Regions

**DOI:** 10.3390/ijms19082276

**Published:** 2018-08-03

**Authors:** David Alvarez-Ponce, Mario X. Ruiz-González, Francisco Vera-Sirera, Felix Feyertag, Miguel A. Perez-Amador, Mario A. Fares

**Keywords:** temperature response, protein thermostability, salt bridges, intrinsically disordered proteins

## Abstract

Comparison of the proteins of thermophilic, mesophilic, and psychrophilic prokaryotes has revealed several features characteristic to proteins adapted to high temperatures, which increase their thermostability. These characteristics include a profusion of disulfide bonds, salt bridges, hydrogen bonds, and hydrophobic interactions, and a depletion in intrinsically disordered regions. It is unclear, however, whether such differences can also be observed in eukaryotic proteins or when comparing proteins that are adapted to temperatures that are more subtly different. When an organism is exposed to high temperatures, a subset of its proteins is overexpressed (heat-induced proteins), whereas others are either repressed (heat-repressed proteins) or remain unaffected. Here, we determine the expression levels of all genes in the eukaryotic model system *Arabidopsis thaliana* at 22 and 37 °C, and compare both the amino acid compositions and levels of intrinsic disorder of heat-induced and heat-repressed proteins. We show that, compared to heat-repressed proteins, heat-induced proteins are enriched in electrostatically charged amino acids and depleted in polar amino acids, mirroring thermophile proteins. However, in contrast with thermophile proteins, heat-induced proteins are enriched in intrinsically disordered regions, and depleted in hydrophobic amino acids. Our results indicate that temperature adaptation at the level of amino acid composition and intrinsic disorder can be observed not only in proteins of thermophilic organisms, but also in eukaryotic heat-induced proteins; the underlying adaptation pathways, however, are similar but not the same.

## 1. Introduction

Proteins of thermophilic prokaryotes (those adapted to high temperatures) exhibit several distinctive features that increase their thermostability. One of the most consistent observations in thermophile proteins is an enrichment in salt bridges [1,2]. Salt bridges consist of electrostatic interactions among amino acid residues with positive (Lys and Arg) and negative (Glu and Asp) charges, and their contribution to increasing the stability of thermophilic bacteria was first proposed by Perutz and Raidt [3]. In addition, compared with proteins of mesophiles (adapted to intermediate temperatures) and psychrophiles (adapted to low temperatures), thermophile proteins tend to exhibit more disulfide bonds and non-covalent interactions, including hydrogen bonds, and hydrophobic interactions, features that also tend to increase protein stability by linking together distant parts of the amino acid sequence [4,5]. These structural trends have an impact on the amino acid composition of thermophilic proteomes: the proteins of thermophilic bacteria tend to be enriched in charged amino acids and depleted in polar ones such as Ser, Thr, Asn, and Gln [6,7,8,9,10,11,12].

A few studies in prokaryotes have also shown that thermophile proteins are depleted in intrinsically disordered regions (IDRs), i.e., regions that lack a defined three-dimensional structure [13,14,15]. This observation is consistent with the fact that high temperatures induce disorder, but in contrast with the fact that IDRs confer thermoresistance [16,17,18].

Much less is known about how eukaryotic proteomes adapt to high temperatures. Some studies have suggested that the same biases in amino acid composition observed in thermophilic prokaryotes can be observed in thermophilic fungi (compared to other fungi; ref. [19]) and endothermic vertebrates (compared to ectothermic vertebrates; ref. [20]). In agreement with this notion, comparison of the orthologous proteins of two closely related fish, *Pachycara brachycephalum* (from Antarctica) and *Zoarces viviparous* (from a temperate zone) revealed an excess of Ser and a reduction of Glu and Asn in the cold-adapted species [21]. To our knowledge, the relationship between temperature and intrinsic disorder has not been investigated in eukaryotic proteomes.

Protein adaptation to high temperatures is expected to be observed not only in the proteins of thermophilic organisms, but also in some of the proteins of any mesophilic organism. When an organism is exposed to high temperatures, a subset of its proteins is overexpressed, whereas others are repressed (heat-induced and heat-repressed proteins, respectively, e.g., ref. [22]). As heat-induced function at relatively high temperatures, we hypothesize that they should be similar to those of thermophilic organisms.

Plants represent particularly suitable models to test this hypothesis, as they are sessile organisms that cannot escape from their environment, and they lack the effective thermoregulation mechanisms exhibited by homeotherms. Therefore, plants are expected to have developed adaptations to cope with heat stress [23]. To test our hypothesis, we grew *Arabidopsis thaliana* plants under normal (22 °C) and heat stress conditions (37 °C), and measured gene expression levels. Proteins overexpressed under heat stress were enriched in electrostatically charged amino acids and depleted in polar and hydrophobic amino acids. However, in contrast with our expectations, these proteins were also enriched in IDRs. These results indicate that *Arabidopsis* heat-induced proteins exploit some, but not all the same mechanisms as thermophile proteins to cope with high temperatures.

## 2. Results

### 2.1. Proteins That Are Overexpressed at High Temperatures Are Enriched in Electrostatically Charged Amino Acids and Depleted in Polar and Hydrophobic Amino Acids

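The expression data comprised 12 one-color microarrays, 4 biological replicates of dark-grown Columbia seedlings at each of 3 conditions: 0 h at 22 °C, 24 h at 22 °C, and 24 h at 37 °C. In a one-color design, RNA from a single sample is labeled with 1 dye and hybridized to each array, and the brightness of a spot reflects the abundance of the transcript that its probe matches. Each array held 43803 spots for gene probes of 60 bases, which represented 43603 different probes. The authors scanned the arrays and extracted a background-corrected linear intensity for each spot with Agilent's Feature Extraction software, and those intensities were the starting point here. They also deposited a table of log2 values for 31993 spots of the same arrays, in which every array had the same median (9.63) and the same 75th percentile (11.42); those values were used as an alternative. Between 30801 and 32784 spots per array were well above background at 0 h, between 29984 and 32460 after 24 h at 22 °C, and between 27839 and 30616 after 24 h at 37 °C. The lowest number was that of replicate 2 at 37 °C. Spots that the software marked as outliers, between 7 and 156 per array, were left out, whereas saturated spots, at most 100 on an array, were kept. Intensities were converted to log2 values, spots of the same probe were averaged, and the 75th percentile of each array, which ranged from 1288 to 2743 intensity units, was brought to a common level. A probe was used when it was well above background in at least 3 of the 4 replicates of at least 1 condition, and only probes assigned to a single protein-coding locus entered the analyses of genes. Differences between conditions were tested with limma, which fits the same linear model to the log2 values of each gene on all 12 arrays. The p-values were adjusted after Benjamini-Hochberg over the 20249 genes tested. The number of arrays limits the precision of these comparisons.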

We grew *Arabidopsis* plants at 22 and 37 °C for 24 h, and performed microarray analyses to measure gene expression levels at the beginning of the experiment (*E*_0,22_ = expression at time 0 and 22 °C) and at the end of the experiment (*E*_24,22_ and *E*_24,37_). *E*_0,22_ strongly correlated with *E*_24,22_ (Spearman’s rank correlation coefficient, *ρ* = 0.991, *p* < 10^−200^; Figure 1) supporting the robustness of our gene expression measures—the small differences between gene expression at both time points could be due to differences in gene expression during development and to measurement errors. 

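In the scaled intensities, Spearman's *ρ* between *E*_0,22_ and *E*_24,22_ was 0.992 across 20249 genes, which are not independent replicates. Between single arrays, *ρ* was 0.982 ± 0.00424 (SD, n = 16 array pairs) across the 2 time points, compared with 0.986 ± 0.00616 (SD, n = 6 pairs) among the arrays at 0 h and 0.990 ± 0.00231 (SD, n = 6 pairs) among those at 24 h and 22 °C. The mean *ρ* between time points was below the mean within time points by more than in any other division of the 8 arrays into 4 and 4 (exact permutation test, one-sided, p = 0.0286, the smallest p that 4 against 4 arrays allow). With limma, 494 genes (2.44% of those tested) differed between 0 h and 24 h at 22 °C, 217 of them higher and 277 lower at 24 h, and 159 changed over 2-fold. The median absolute log2 fold change was 0.16. The number of genes changed with the arrays in the fit: it was 1128 when only the 8 arrays compared entered the fit, 1209 without 37 °C replicate 2, and between 140 and 310 without any 1 of the 8 arrays compared. The time of image extraction, a batch considered only after the data were seen, moved it most: with this batch as a fixed block, which left 3 residual degrees of freedom and a single batch with arrays of both time points, 0 genes passed the threshold of limma, and 2149 genes had an unadjusted p under 0.05 compared with 3303 without the block. From the high correlation, the paper reasons that its measures of expression are robust, and it proposes development and measurement error as sources of the small differences.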

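Across 20249 genes, Spearman's *ρ* between the expression levels at 22 °C and 37 °C after 24 h was 0.895. Between single arrays, *ρ* was 0.879 ± 0.00636 (SD, n = 16 pairs) across the 2 temperatures, whereas it was 0.974 ± 0.0153 (SD, n = 6 pairs) among the 37 °C arrays. The highest *ρ* between arrays of the 2 temperatures, 0.889, lay below the lowest among the arrays at 37 °C, 0.957. The mean *ρ* between temperatures minus the mean within temperatures was −0.103, lower than for any other division of the 8 arrays into 4 and 4 (exact permutation test, one-sided, p = 0.0286, the smallest p possible). With limma, 6040 genes were higher and 6984 were lower at 37 °C than at 22 °C, which together made up 64.3% of the genes tested, and 6478 changed over 2-fold (2527 higher and 3951 lower). The median absolute log2 fold change was 0.65. In 57.6% of the genes the 4 arrays at 37 °C did not overlap with the 4 arrays at 22 °C, compared with 2.86% for chance. Without scaling between arrays, the alternative that moved the numbers of higher and lower genes most, 4950 genes were higher and 4541 lower. The median log2 fold change of all genes was −0.061 with scaling and 0.078 without it. Quantile normalization gave 6698 higher and 6263 lower genes. With normexp background correction, 4534 genes changed over 2-fold, and without a filter on dim probes *ρ* between the expression levels was 0.939. With the batch of image extraction as a fixed block, 11348 genes changed.

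**Figure D1:**
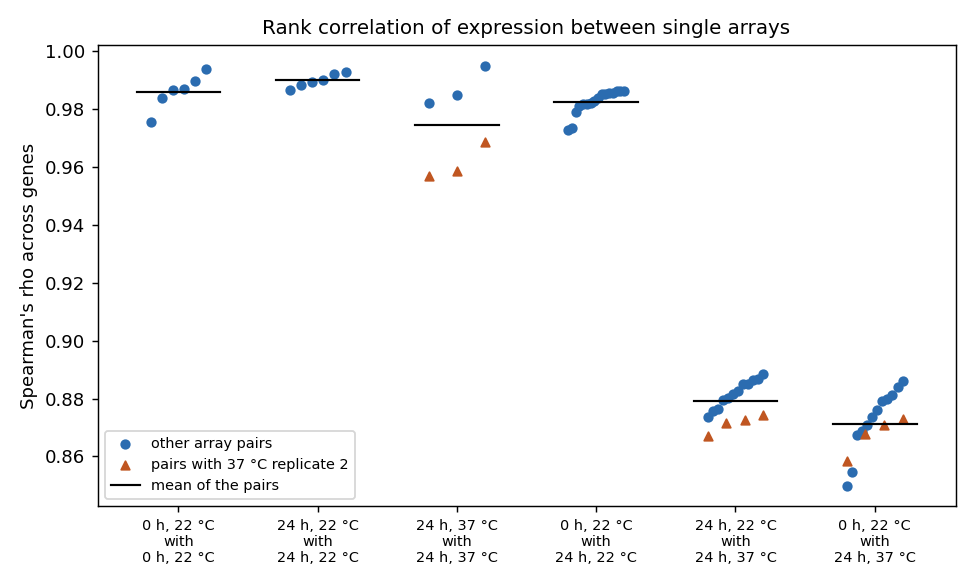
Spearman's rho across 20249 genes for each pair of single arrays, with array pairs grouped by the conditions of both arrays; circles and triangles stand for pairs without and with 37 °C replicate 2, and lines for the mean of a group. The 16 pairs across temperatures at 24 h lie between 0.867 and 0.889, below every pair of arrays from the same condition.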

The correlation between *E*_24,22_ and *E*_24,37_ was weaker (*ρ* = 0.897, *p* = 10^−200^; Figure 2), highlighting the effect of heat stress on the expression of many genes.

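Of the probes that passed the filter on background, 28227 were assigned to 20249 protein-coding genes. A single probe represented 14128 of these genes, and the other 6121 had between 2 and 11 probes. Linear intensities scaled to the 75th percentile were averaged over the 4 replicates and then over the probes of a gene, and the log2 ratio of the averages at 37 and 22 °C was taken. This ratio ranged from −7.81 to 10.81, with a median of −0.0093 and quartiles at −0.72 and 0.57. The highest value was that of PUM9 (AT1G35730, a Pumilio RNA-binding protein), whose probe was well above background on 1 of the 4 arrays at 22 °C and on all 4 at 37 °C. The log2 fold change of PUM9 was 11.02, and 9.85 with signals floored at the lowest signal well above background and 8.05 with normexp background correction. The lowest ratio was that of AT5G38020, a methyltransferase family gene, which was well above background on all 4 arrays at 22 °C, where replicate 1 lay above the others, and on none at 37 °C. In the scaled intensities, its signal at 22 °C was at least 79.0-fold that at 37 °C, where the limit is set by the dimmest probes well above background on each array. With normexp background correction, the log2 fold change of AT5G38020 was −4.84, a smaller ratio than this limit. AT5G46890 was also well above background on no array at 37 °C, and its log2 fold change was lower than that of AT5G38020 with quantile normalization, with the deposited log2 values, with the slide or the extraction batch as a block, and without 24 h 22 °C replicate 1 or 37 °C replicate 1 or 4. These 3 genes were singled out after their values were seen. Without scaling between arrays, the alternative that moved it most, the median of the ratio was 0.156.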

For each gene with available probes (*n* = 20,491), we computed a response to heat stress (*R*) as the logarithm in base 2 of the ratio of expression levels at 37 and 22 °C (following formula 1). 

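In these data, *R* was above 0 in 10035 genes and below 0 in 10214 genes. Among the genes with *R* above 0, 6029 (60.1%) were also higher at 37 °C at an adjusted p under 0.05 with limma, and among those with *R* below 0, 6977 (68.3%) were lower. The remaining genes of each class were not past this threshold in that direction. An absolute *R* under 0.5 was found in 4431 (44.2%) of the genes with *R* above 0 and in 3878 (38.0%) of those with *R* below 0. In 507 genes with *R* above 0 and 87 genes with *R* below 0, the mean of the log2 values changed in the opposite direction to *R*, which averages linear signals. Where a gene had several probes, the median range of their log2 fold changes was 0.30, and in 88 such genes (1.44%) single probes changed significantly in opposite directions. Without scaling between arrays, 11459 genes had *R* above 0 and 8790 had *R* below 0, with quantile normalization 10698 and 9551, and with the authors' deposited log2 values 10790 and 9630. Without 37 °C replicate 4, the numbers were 10126 and 10123.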

Genes with *R* > 0 are overexpressed at high temperatures, and genes with *R* < 0 are repressed. 

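All 10 heat marker genes that were chosen before the data were examined were higher at 37 °C in limma, with the adjustment over all genes tested as well as adjusted over the list alone; with the batch of image extraction as a fixed block, GolS1 (log2 fold change 1.42) was no longer past the threshold. In 9 of them, every array at 37 °C lay above every array at 22 °C after 24 h. The chloroplast small heat shock protein gene HSP21 (AT4G27670) had a scaled log2 signal of 14.96 ± 0.48 (SD, n = 4) at 37 °C and 6.14 ± 0.66 (SD, n = 4) at 22 °C, a log2 fold change of 8.82 (standard error 0.31, adjusted p = 1.07e-09 from limma). The small heat shock protein gene ATHSP22.0 (AT4G10250) followed, with a log2 fold change of 6.97 (standard error 0.20, adjusted p = 4.10e-10 from limma). The log2 fold change was 2.66 in HSP101 (AT1G74310), whose level at 22 °C was set apart by a higher replicate 4, 3.37 in HSP70 (AT3G12580), 4.07 in the transcription factor gene HSFA2 (AT2G26150), 5.56 in HSP17.6II (AT5G12020), and 6.18 in AT1G53540, which was saturated on 1 of the 4 arrays at 37 °C. In HSP90.1 (AT5G52640) it was 3.87, although the signal of replicate 2 at 37 °C (12.82) was lower than those of the other replicates (13.87 to 14.04), and a probe was saturated on 1 array. The ascorbate peroxidase gene APX2 (AT3G09640) had a log2 fold change of 6.71, but was well above background on only 1 of the 4 arrays at 22 °C. The log2 fold change of APX2 was 6.15 with floored signals and 4.40 with normexp background correction. The galactinol synthase gene GolS1 (AT2G47180) had the smallest change (1.78, standard error 0.39, adjusted p = 0.00173 from limma), and its arrays at the 2 temperatures overlapped through replicate 2 at 37 °C (10.69), the lowest of the 4. Between 0 h and 24 h at 22 °C, 0 of the 10 genes changed at an adjusted p under 0.05 in limma, and 3 had an unadjusted p under 0.05. Among the reference genes, the log2 fold change was 0.029 in UBQ10 (AT4G05320), saturated on 1 array at 37 °C, and −0.22 in PP2AA3 (AT1G13320), neither past the threshold of limma, whereas ACT2 (AT3G18780) fell by 1.36 and GAPC2 (AT1G13440) fell by 1.45, the latter with a replicate 2 at 37 °C (10.90) below the others (13.00 to 13.18). That of UBQ10 stayed above 0 under every scaling, and was below 0 with the slide as a block, with the extraction batch as a fixed block, and without 24 h 22 °C replicate 1 or 37 °C replicate 4. Without replicate 2 at 37 °C, the log2 fold change of GAPC2 was −0.91. Apart from HSP21 and ATHSP22.0, the largest increases among genes well above background on all arrays of both groups were in LTP4 (AT5G59310; 7.00), HSP18.2 (AT5G59720; 6.72), and AT1G72660 (6.69).

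**Figure D2:**
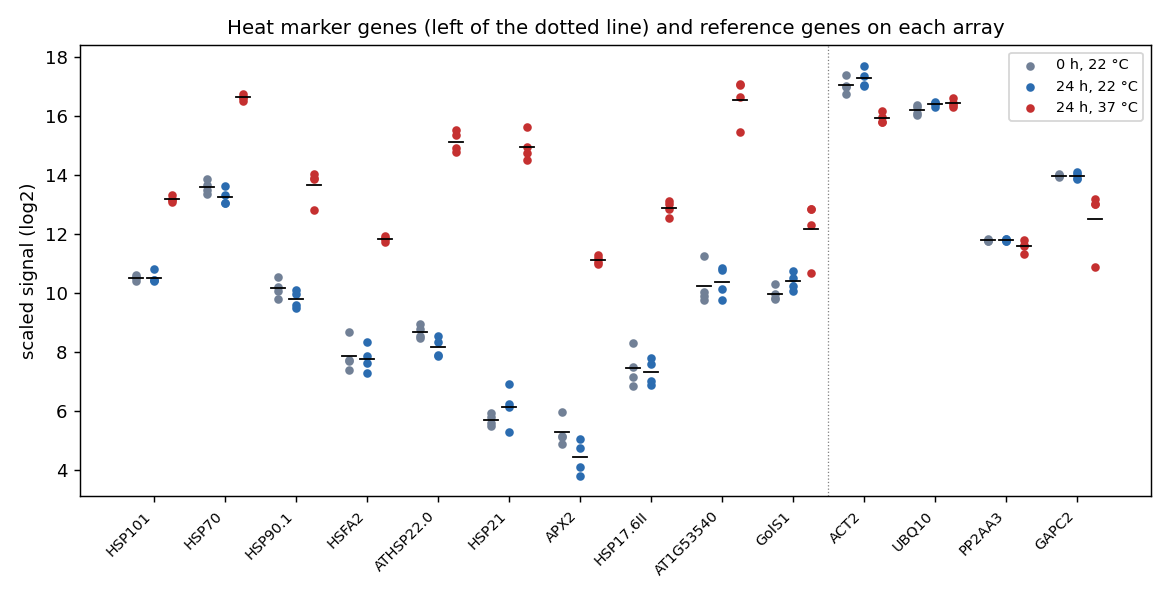
Scaled signal (log2) of the 10 heat marker genes and 4 reference genes on each of the 12 arrays; points are arrays, colored by condition, and lines are means of 4 replicates. In 9 marker genes the points at 37 °C lie above all points at 22 °C after 24 h, and in GolS1 they overlap.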

Genes with *R* > 1 (strongly overexpressed) are enriched in Gene Ontology biological processes “protein refolding”, “protein folding”, “chaperone cofactor-dependent protein refolding”, “chaperone-mediated protein folding”, “de novo posttranslational protein folding”, “de novo protein folding”, “cellular response to heat”, “response to heat”, “response to temperature stimulus”, and “heat acclimation”. They are also enriched in molecular functions “misfolded protein binding”, “heat shock protein binding”, “protein binding involved in protein folding”, and “unfolded protein binding” (Tables S1–S3).

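Gene Ontology terms were replaced here by words in the array's gene descriptions, fixed as 7 sets before the data were examined. The chaperone set held the 201 genes tested whose description has a word or term that begins with heat shock, chaperon, dnaj, or hsp. *R* exceeded 1 in 67 of these genes (33.3%) and in 2624 of the 20048 other genes tested (13.1%), an odds ratio of 3.32 (Fisher's exact test, one-sided, adjusted p = 7.29e-13 over the 7 sets). Of the 201 genes, 114 were higher and 37 were lower at 37 °C in limma, with a median log2 fold change of 0.56. The set was also higher than other genes with camera (adjusted p = 5.70e-07) at a preset correlation of 0.01 between genes. Without any 1 array of either temperature, the odds ratio stayed between 3.15 and 3.66. It was 3.03 with the deposited log2 values and 4.23 with normexp background correction. At *R* above 2 in place of 1, the odds ratio was 6.47 (Fisher's exact test, one-sided, adjusted p = 4.03e-15). A set added after the data were seen held the 30 genes whose description contains the term unfolded protein binding, and *R* was above 1 in 12 of them (40.0%, odds ratio 4.36, Fisher's exact test, one-sided, unadjusted p = 2.51e-04).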

We observed a positive correlation between *R* and the fraction of charged amino acids (*ρ* = 0.146, *p* = 2.47 × 10^−98^), and negative correlations between *R* and both the fraction of polar (*ρ* = −0.076, *p* = 1.72 × 10^−27^) and hydrophobic (*ρ* = −0.084, *p* = 4.08 × 10^−33^) amino acids (Figure 3). We next computed the correlation between *R* and the frequency of each amino acid separately. The correlation was significantly positive for all four charged amino acids (Arg, Asp, Glu, and Lys), negative for all hydrophobic amino acids (significant for Gly, Ile, Phe, Pro, and Val), except Met (for which the correlation was non-significantly positive), and negative for all polar amino acids (significant for Asn, Ser, Thr, Trp and Tyr), except for Gln, for which the correlation was significantly positive (Table 1). All these correlations remained significant after controlling for multiple testing (Table 1).

Next, we compared the amino acid composition of proteins encoded by genes that are overexpressed (*R* > 0, *n* = 10,728) vs. proteins encoded by genes that are repressed (*R* < 0, *n* = 9763) at 37 °C. Overexpressed proteins were enriched in charged amino acids (median percent in overexpressed proteins: 24.32%; median percent in repressed proteins: 23.20%; Mann-Whitney’s *U* test, *p* = 1.90 × 10^−66^) and depleted in both polar (median percent in overexpressed proteins: 29.54%; median percent in repressed proteins: 30.04%; *p* = 2.53 × 10^−20^) and hydrophobic (median percent in overexpressed proteins: 45.77%; median percent in repressed proteins: 46.43%; *p* = 6.56 × 10^−21^) amino acids. In almost perfect agreement with our correlation analyses, proteins encoded by overexpressed genes were significantly enriched in Arg, Asp, Gln, Glu, and Lys, and significantly depleted in Asn, Gly, Ile, Phe, Pro, Ser, Thr, and Trp (Table 2).

Similar results were obtained when using a more stringent threshold to classify genes as overexpressed (*R* > 2, *n* = 826) or repressed (*R* < −2, *n* = 1214) at 37 °C. Overexpressed proteins are enriched in charged amino acids (median percent in overexpressed proteins: 25.30%; median percent in repressed proteins: 22.54%; *p* = 1.50 × 10^−26^) and depleted in both polar (median percent in overexpressed proteins: 29.74%; median percent in repressed proteins: 30.17%; *p* = 3.20 × 10^−8^) and hydrophobic (median percent in overexpressed proteins: 45.20%; median percent in repressed proteins: 47.24%; *p* = 6.04 × 10^−11^) amino acids. 

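At the thresholds of 2 and −2, the scaled intensities gave 668 genes with *R* above 2 and 1344 genes with *R* below −2. Among the former, 640 genes (95.8%) were also higher at 37 °C in limma, and in 630 genes the arrays of the 2 temperatures did not overlap. Among the latter, 1343 genes (99.9%) were lower, and in 1339 genes the arrays did not overlap. A signal near background on one side of the ratio was common: 209 genes with *R* above 2 and 575 genes with *R* below −2 were not well above background in 3 of the 4 replicates of both groups. With normexp background correction, the alternative that moved these numbers most, 330 and 563 genes passed the thresholds. Among genes with at least 1 probe well above background on all arrays of both groups, the largest decreases were in PXMT1 (AT1G66700), an S-adenosylmethionine-dependent methyltransferase with a log2 fold change of −6.30 (standard error 0.63, adjusted p = 3.21e-06 from limma) and a replicate 3 at 0 h that lay above the others, AT5G44585 (−6.18), the cation/proton exchanger CHX17 (AT4G23700; −6.09), AT5G43520 (−5.69, the mean of 2 probes), and AT1G65985 (−5.64). With the strict filter on dim probes, the log2 fold change of AT5G43520 was −5.34. The decrease of AT5G43520 was smaller than that of AT1G65985 with this filter, with floored signals, with normexp background correction, with the probe of highest signal, and without 24 h 22 °C replicate 1 or 4 or 37 °C replicate 3 or 4. The amino acid composition of the encoded proteins was not analysed here.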

More specifically, overexpressed proteins are significantly enriched in Arg, Asp, Gln, Glu, and Lys, and significantly depleted in Asn, Cys, Gly, His, Ile, Phe, Pro, Thr, Trp, and Tyr (Table 3).

### 2.2. The Amino Acid Composition of Heat-Induced Proteins Is Not due to Covariation of Amino Acid Composition with GC Content, Gene Expression Levels, or Subcellular Location

We considered whether our results could be affected by confounding factors. First, GC content is known to affect amino acid composition [24], and *R* significantly correlates with GC content (*ρ* = 0.088, *p* = 9.76 × 10^−37^). Combined, these correlations alone might potentially explain the observed trends. To discard this possibility, we computed partial correlations between *R* and the frequency of each amino acid, while controlling for GC content, with very similar results. The correlation continued to be significantly positive for charged amino acids and significantly negative for polar and hydrophobic ones (Table 1). More specifically, the correlation was significantly positive for Arg, Asp, Gln, Glu, and Lys and significantly negative for Asn, Gly, Ile, Phe, Pro, Ser, Thr, Trp, Tyr, and Val. Both the negative correlation between *R* and Ala frequency and the positive correlation between *R* and Met frequency, which were initially not significant, became significant after controlling for GC content (Table 1).

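In the scaled intensities, Spearman's *ρ* across 20249 genes was −0.066 between *R* and *E*_24,22_ and 0.332 between *R* and *E*_24,37_ (permutation tests, two-sided, 100000 resamples, p = 1e-05 for both, the smallest p they can give; adjusted over both, p = 1e-05). When *R* was computed for each array at 37 °C against the mean of the arrays at 22 °C, the correlation with expression was −0.052 ± 0.030 (SD, n = 4) at 22 °C and 0.358 ± 0.030 (SD, n = 4) at 37 °C. Genes are not independent replicates, and *R* contains both expression levels. With *E*_0,22_, which was measured on arrays that do not enter *R*, *ρ* was −0.066. Both correlations kept their sign and stayed past the threshold under every alternative run, but their size changed with the scaling and the filter. With quantile normalization they were −0.162 and 0.238, and with the authors' deposited log2 values −0.165 and 0.232. Without a filter on dim probes they were −0.161 and 0.144.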

Second, highly expressed proteins resemble proteins from thermophiles in their amino acid composition [25], and expression levels correlate with *R* (expression level at 22 °C: *ρ* = −0.156, *p* = 4.88 × 10^−112^; expression level at 37 °C: *ρ* = 0.241, *p* = 1.18 × 10^−268^). To discard the potential confounding effects of expression levels, we computed partial correlations between *R* and the frequency of each amino acid, while controlling for expression levels, again with very similar results. When controlling for expression levels at 22 °C, *R* correlated positively with the frequencies of Ala, Arg, Asp, Gln, Glu, and Lys and negatively with the frequencies of Asn, Cys, Gly, His, Ile, Leu, Phe, Pro, Ser, Thr, Trp, and Tyr. When controlling for expression levels at 37 °C, *R* correlated positively with the frequencies of Arg, Asp, Cys, Gln, Glu, Leu, Lys, and Met and negatively with the frequencies of Ala, Gly, Ile, Phe, Pro, Thr, Trp, Tyr, and Val. In both cases, the positive correlations between *R* and the frequency charged amino acids and the negative correlations between *R* and the frequencies of polar and hydrophobic amino acids remained significant (Table 1).

Proteins locating to different parts of the cell differ in their amino acid compositions and in their response to heat stress ([26,27]; Table 4). To discard subcellular location as a confounding factor, we analyzed the correlation between *R* and the amino acid composition separately for proteins locating to 10 different subcellular compartments (Table 5). The correlation between *R* and the fraction of charged amino acids was positive in nine of the compartments, which represents a significant departure from the 50% expected at random (one-tailed binomial test, *p* = 0.011). The correlation was significantly positive for the cytosol, the plastid (the compartments with the higher number of known/inferred proteins), and the mitochondrion. The correlation between *R* and the fraction of hydrophobic amino acids was negative in eight of the compartments (one-tailed binomial test, *p* = 0.055), significantly negative in the plastid and the mitochondrion, and significantly positive in the nucleus. The correlation between *R* and the fraction of polar amino acids was negative in half of the compartments, and significantly negative in the cytosol and the nucleus. These results suggest that the enrichment of heat-induced proteins in charged amino acids and their depletion in hydrophobic amino acids are not a byproduct of covariation of both *R* and amino acid composition with subcellular location. The lack of significance in most of the individual correlations is probably due to the low number of proteins for which location information is available, ranging from 720 for the plastid to 63 in the peroxisome (Table 4), which is expected to greatly reduce the statistical power of our compartment-specific analyses. However, we note an exception: among nuclear proteins *R* exhibits a significantly positive correlation with the percent of hydrophobic residues (Table 5).

### 2.3. Proteins That Are Overexpressed at High Temperatures Are Highly Disordered

For each *Arabidopsis* protein, we computed the percentage of amino acids that belong to IDRs using IUPred [28]. This percentage correlates positively with *R* (*ρ* = 0.059, *p* = 4.93 × 10^−17^; Figure 3). Genes that are overexpressed at 37 °C (*R* > 0) encode proteins that are more disordered than those that are repressed (*R* < 0), with median disorder percent of 19.19% and 16.51% for induced and repressed genes, respectively (Mann-Whitney’s *U* test, *p* = 2.01 × 10^−35^). The differences are more solid when comparing genes that are strongly overexpressed at 37 °C (*R* > 2) vs. those that are strongly repressed (*R* < −2), with percentages of median disorder of 21.54% and 11.51% for induced and repressed genes, respectively (Mann-Whitney’s *U* test, *P* = 2.03 × 10^−23^).

In agreement with previous works [29,30], we found a positive correlation between GC content and the percent of disordered residues (*ρ* = 0.044, *p* = 2.84 × 10^−10^). In addition, GC content positively correlates with *R* (*ρ* = 0.088, *p* = 9.76 × 10^−37^), making it possible that the positive correlation between *R* and disorder might be due to the covariation of both parameters with GC content. The correlation between *R* and disorder, however, is significant, even after controlling for GC content (*ρ* = 0.055, *p* = 3.44 × 10^−15^). 

Likewise, intrinsic disorder positively correlates with expression levels (at 22 °C: *ρ* = 0.040, *p* = 1.03 × 10^−8^; and at 37 °C: *ρ* = 0.072, *p* = 7.75 × 10^−25^), in agreement with previous results in *Escherichia coli* [31], but in contrast with observations in yeasts [32,33]. Disorder, however, significantly correlates with *R* after controlling for expression levels (at 22 °C: *ρ* = 0.066, *p* = 4.64 × 10^−21^; and at 37 °C: *ρ* = 0.043, *p* = 1.03 × 10^−9^).

Both intrinsic disorder and *R* substantially vary among proteins locating to different subcellular compartments (Table 4), thus raising the possibility that covariation of both factors with subcellular location may account for the observed enrichment of stress-induced proteins in IDRs. We analyzed the correlation between intrinsic disorder and *R* separately for proteins locating to 10 different subcellular compartments. The correlation was positive for eight of the tissues (significantly positive for the cytosol, endoplasmic reticulum, and the vacuole) and significantly negative for the nucleus and the plasma membrane (Table 5). These results indicate that the positive correlation between disorder and *R*, while generalized, does not apply to proteins locating to all compartments.

## 3. Discussion

We show that *Arabidopsis* proteins whose expression levels increase at high temperatures (heat-induced proteins) are enriched in charged amino acids, and depleted in polar and hydrophobic amino acids, compared to heat-repressed proteins. The enrichment of heat-induced proteins in charged amino acids and the depletion in polar amino acids are trends that mirror those observed in the proteins of thermophilic prokaryotes. The observed enrichment of heat-induced proteins in electrostatically charged amino acids was expected, as such amino acids can engage in salt bridges, which usually increase protein thermostability [1,2,3]—it should be noted, nonetheless, that not all charged amino acids participate in salt bridges, and that not all salt bridges increase thermostability [34]. However, the depletion of heat-induced proteins in hydrophobic amino acids was not expected, as the proteins of thermophilic prokaryotes are usually enriched in such amino acids (e.g., ref. [35]).

Despite the overall observed trends (heat-induced proteins being enriched in charged amino acids and depleted in polar and hydrophobic amino acids), not all amino acids vary according to these rules. In particular, the frequencies of Cys (polar), His (polar), Ala (hydrophobic), Leu (hydrophobic), and Met (hydrophobic) do not correlate significantly with *R*, and Gln (a polar amino acid) is more frequent in heat-induced proteins than in heat-repressed ones (Table 1). The enrichment of heat-induced proteins in Gln is surprising, given its tendency to undergo deamination at high temperatures [36].

We show that the observed overall trends are not due to heat-induced genes/proteins being different in terms of expression levels, GC content or subcellular location. When controlling for these factors, however, the direction of the correlations for certain amino acids change (Table 1). Thus, the observed trends in amino acid composition are likely the result of adaptation of heat-induced and heat-repressed *Arabidopsis* proteins to high and low temperatures, respectively.

Burra et al. [13] predicted that the proteins of thermophilic prokaryotes should be enriched in IDRs, as intrinsically disorder proteins are often resistant to high temperatures [16,17,18]. However, contradicting their predictions, they observed that thermophiles often are depleted in IDRs, which may compensate for the disorder induced by temperature. Similar observations were made in both another proteome-level analysis [15] and an analysis of FlgM proteins from bacteria adapted to different temperatures [14]. In agreement with Burra et al.’s prediction, we observed that *Arabidopsis* heat-induced proteins are enriched in IDRs. Our results suggest that there are different ways in which ordered/disordered regions can promote thermostability.

The correlations described in the current work are moderate, albeit statistically significant. Several scenarios may account for the weakness of the correlations. First, amino acid composition and protein intrinsic disorder may be affected by factors other than temperature. Second, the difference between the temperatures used in this study (22 vs. 37 °C) is small compared to the differences between the optimal temperatures of psychrophiles, mesophiles, and thermophiles. Third, certain plant genes may have changed their patterns of response to heat stress during the recent evolutionary history of *Arabidopsis*. i.e., certain genes that are currently heat-induced may have been heat-repressed in the past, and certain genes that are currently heat-repressed may have been heat-induced in the past. As amino acid and disorder adjustment to temperature is expected to take a relatively long amount of time, such switches in expression profiles may have limited the adaptation of proteomes to temperatures. Fourth, the adaptability of plant proteomes to temperatures may be more limited than that of prokaryotic proteomes, e.g., due to the higher complexity of protein-protein interaction networks and the smaller effective population size of plants [37].

In summary, the amino acid composition of heat-induced proteins in *Arabidopsis* mirrors to some extent, but not completely, that of the proteomes of thermophilic prokaryotes. This indicates that protein adaptation to high temperatures takes place partly through similar molecular mechanisms in prokaryotes and eukaryotes. Our observations also indicate that adaptation of proteins at the level of amino acid composition and protein intrinsic disorder can be detected not only when comparing the proteomes of species adapted to very different temperatures, but also among the proteins of the same species with different temperature response profiles. These observations expand our view of how eukaryotic proteomes adapt to different temperatures.

## 4. Materials and Methods

### 4.1. Plant Material, Growth Conditions, and Experimental Design

*Arabidopsis thaliana* Columbia ecotype seeds were sterilized with 70% ethanol for 20 min, 2.5% sodium hypochlorite (commercial bleach) with 0.05% Triton X-100 for 10 min, and finally, four washes with sterile dH_2_O. Seeds were placed onto Whatmann paper in Murashige and Skoog (MS) medium plates (Duchefa, Haarlem, The Netherlands). Plates were kept in the dark at 4 °C for 96 h for stratification, and incubated during 8 h in light at 22 °C to promote germination. Plates were transferred to darkness at 22 °C for 72 h. At this moment plates were either kept at 22 °C or transferred to 37 °C. Seedlings were harvested at 0 and 24 h with four biological replicates. Samples were frozen in liquid nitrogen and stored at −80 °C.

### 4.2. Microarray Analysis

Total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen, Hilden, Germany), and RNA integrity was tested with the 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Transcriptome analyses were carried out according to Minimum Information About a Microarray Experiment (MIAME) guidelines. We used the Agilent *Arabidopsis* (V4) Gene Expression 4 × 44K Microarray in a one-color experimental design. The microarray contained 43,803 probes (60-mer oligonucleotides). Four biological replicates were analyzed for each treatment (time points 0 and 24 h at 22 °C and 24 h at 37 °C).

Half a µg of RNA was amplified and labeled with the Agilent Low Input Quick Amp Labeling Kit. To assess the labeling and hybridization efficiencies we used an Agilent Spike-In Kit. Hybridization and slide washing were performed with the Gene Expression Hybridization Kit (Agilent) and Gene Expression Wash Buffers (Agilent), respectively. Then, slides were scanned at 5 µm resolution in an Agilent G2565AA microarray scanner, and image files were analyzed with the Feature Extraction software 9.5.1. We used the GeneSpring 12.1 software (Agilent) to perform the interarray analyses. 

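In the files, the parameter that marks a spot as well above background was 1 in at least 3 of the 4 replicates of at least 1 condition for 31635 of the 43803 spots of gene probes, and in at least 3 replicates of each condition for 28220. The table of log2 values that the authors deposited holds 31993 spots, which include all 31635 spots and 358 others.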

To ensure a high-quality data set we removed control features, and selected only features for which the ‘IsWellAboveBG’ parameter was one in at least three out of four biological replicates (31,921 features from 43,803). Our microarray data sets have been submitted to the Gene Expression Omnibus database (accession number: GSE116592).

A new gene annotation of probes in the microarray was carried out using BLASTN searches (https://blast.ncbi.nlm.nih.gov/Blast.cgi), using the sequences of each probe as query against the Arabidopsis genome annotation in The Arabidopsis Information Resource (TAIR; www.arabidopsis.org), version 10. BLAST results for each probe were filtered with a minimum *E*-value of 9.9 × 10^−6^, a minimum sequence identity of 98% between probe and transcript, and a minimum overlap of the 75% of the probe sequence length. Probes matching multiple genes were not considered. 

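Here, probes were assigned by the RefSeq transcripts and locus codes that the files and a RefSeq gene table (assembly TAIR10.1) give for them, not by a sequence search. Of the 43603 different probes, 36319 were assigned to 1 locus, 497 to several loci, and 6787 to none. Only the 35585 probes with 1 protein-coding locus, which represent 25870 loci, entered the analyses of genes.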

Results for this gene annotation are quite similar to those obtained in similar analyses performed by TAIR (ftp://ftp.arabidopsis.org/Microarrays/Agilent/).

### 4.3. Gene Overexpression/Repression Analysis

For each probe and experimental condition (three conditions: 0 h at 22 °C, 24 h at 22 °C, and 24 h at 37 °C), expression levels were averaged across the four biological replicates. For those genes that mapped to more than one probe, expression levels were averaged across all probes. As a result, a single expression level was obtained for each gene and experimental condition.

For each gene with available probes (*n* = 20,491), the response (*R*) of its expression to heat stress was computed as:

(1) $$R=\log_{2}\frac{E_{24,\;37}}{E_{24,22}}$$

where *E*_24,37_ is expression level at 37 °C at 24 h, and *E*_24,22_ is expression level at 22 °C at 24 h. *R* takes positive values for genes that are overexpressed at 37 °C compared to 22 °C, and negative values for those that are repressed.

### 4.4. Protein and Gene Sequence Analysis

All *Arabidopsis* protein sequences were obtained from Ensembl Plants [38] (assembly: TAIR10). For each gene encoding multiple proteins (alternative splicing isoforms), the longest protein was selected for analysis. For each protein, the frequency of each amino acid was computed by dividing the number of occurrences of the amino acid by the length of the protein. GC content of each gene was retrieved from Ensembl Plants’ Biomart [38,39]. For each protein, the most likely subcellular location was retrieved from the SUBA4 database [40]. The consensus location was used. Only proteins located to a single compartment were used in compartment-specific analyses.

### 4.5. Prediction of Protein Intrinsic Disorder

Protein intrinsic disorder prediction was carried out using IUPred [28] for regions of disorder of at least 30 amino acids (“long” option). IUPred predicts tendency for polypeptide chains to be intrinsically disordered or ordered by analyzing the composition of amino acids within a window of 30 consecutive amino acids. It does so by utilizing an energy predictor matrix to estimate the tendency for pairs of amino acids to form strong stabilizing connections, the underlying assumption being that globular proteins form strong stabilizing contacts whereas structurally disordered proteins lack this capacity. IUPred reports a disorder score for each residue ranging from 0 to 1, conferring complete order to disorder, respectively. In this study, we used a threshold of >0.4 to calculate the proportion of amino acids within each protein that were likely to be in disordered regions.

### 4.6. Statistical Analyses

Statistical analyses were conducted using R [41]. Partial correlation analyses were conducted using the R function pcor.test [42]. Tests repeated on all 20 amino acids were corrected for multiple testing using the Benjamini-Hochberg approach [43].

## Figures and Tables

**Figure 1:**
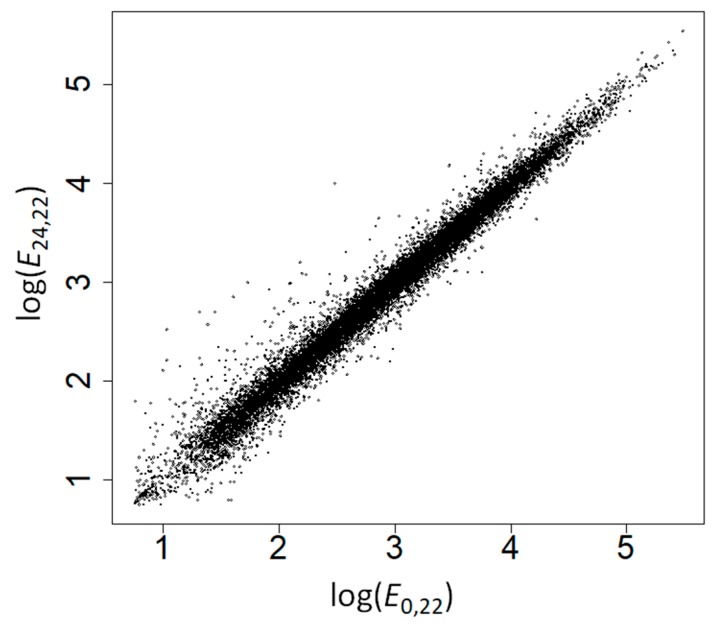
Correlation between gene expression levels at 22 °C at time 0 and at time 24 h.

**Figure 2:**
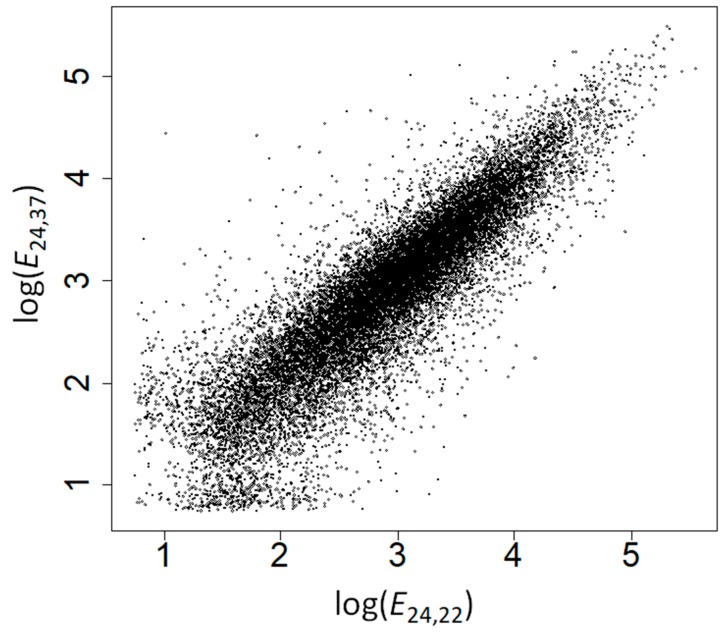
Correlation between gene expression levels at 22 °C at time 24 h and at 37 °C at time 24 h.

**Figure 3:**
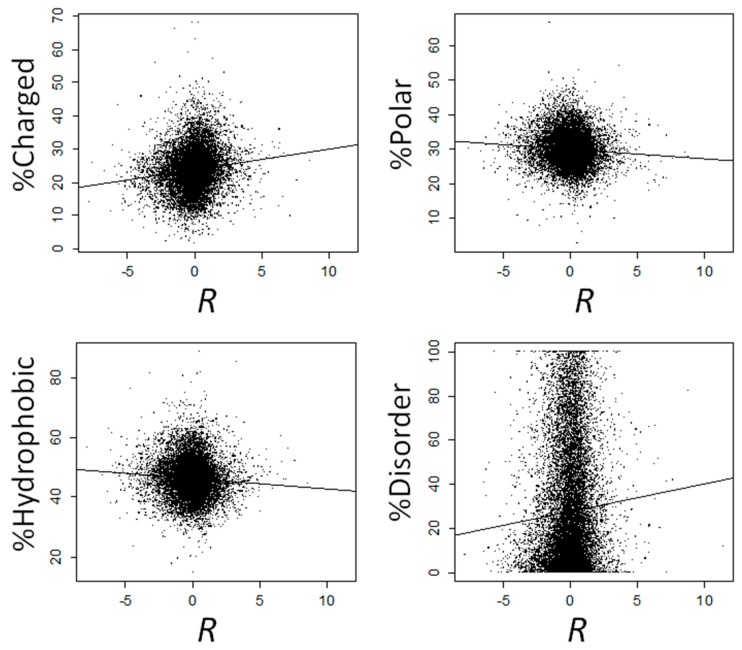
Correlations between response to high temperature (*R*) and the fraction of charged, polar, hydrophobic and disordered amino acids. Lines represent regression lines.

**Table 1:** Correlations between amino acid frequencies and response to high temperature.

Type	Amino Acid	No Control			Controlling for GC Content			Controlling for *E*_24,22_			Controlling for *E*_24,37_		
		*ρ*	*p*-Value	*q*-Value	*ρ*	*p*-Value	*q*-Value	*ρ*	*p*-Value	*q*-Value	*ρ*	*p*-Value	*q*-Value
Charged	Arg	0.075	**1.31 × 10^−26^**	**4.37 × 10^−26^**	0.068	**2.05 × 10^−22^**	**5.86 × 10^−22^**	0.068	**0.013**	**0.015**	0.079	**1.02 × 10^−29^**	**3.40 × 10^−29^**
	Asp	0.104	**1.62 × 10^−50^**	**1.62 × 10^−49^**	0.105	**9.95 × 10^−52^**	**9.95 × 10^−51^**	0.106	**7.16 × 10^−53^**	**7.16 × 10^−52^**	0.095	**1.84 × 10^−42^**	**1.23 × 10^−41^**
	Glu	0.118	**5.48 × 10^−64^**	**1.10 × 10^−62^**	0.122	**5.60 × 10^−69^**	**1.12 × 10^−67^**	0.115	**2.61 × 10^−61^**	**5.22 × 10^−60^**	0.115	**2.60 × 10^−61^**	**5.20 × 10^−60^**
	Lys	0.082	**8.23 × 10^−32^**	**4.12 × 10^−31^**	0.100	**9.58 × 10^−47^**	**4.79 × 10^−46^**	0.081	**2.27 × 10^−31^**	**9.08 × 10^−31^**	0.079	**8.76 × 10^−30^**	**3.40 × 10^−29^**
	Total	0.146	**2.47 × 10^−98^**		0.155	**3.61 × 10^−111^**		0.145	**1.04 × 10^−97^**		0.140	**1.65 × 10^−90^**	
Polar	Asn	−0.025	**3.86 × 10^−4^**	**0.001**	−0.018	**0.011**	**0.015**	−0.044	**4.17 × 10^−10^**	**8.34 × 10^−10^**	0.005	0.433	0.433
	Cys	−0.011	0.127	0.158	−0.009	0.187	0.208	−0.034	**1.54 × 10^−6^**	**2.57 × 10^−6^**	0.026	**2.07 × 10^−4^**	**3.19 × 10^−4^**
	Gln	0.046	**3.20 × 10^−11^**	**7.11 × 10^−11^**	0.053	**2.36 × 10^−14^**	**5.24 × 10^−14^**	0.046	**6.79 × 10^−11^**	**1.51 × 10^−10^**	0.044	**3.95 × 10^−10^**	**7.90 × 10^−10^**
	His	−0.010	0.134	0.158	−0.009	0.210	0.221	−0.024	**0.001**	**0.001**	0.010	0.146	0.154
	Ser	−0.036	**2.25 × 10^−7^**	**4.09 × 10^−7^**	−0.042	**2.36 × 10^−9^**	**4.72 × 10^−9^**	−0.052	**1.00 × 10^−13^**	**2.86 × 10^−13^**	−0.012	0.092	0.102
	Thr	−0.099	**1.10 × 10^−45^**	**7.33 × 10^−45^**	−0.100	**9.24 × 10^−47^**	**4.79 × 10^−46^**	−0.098	**1.12 × 10^−44^**	**7.47 × 10^−44^**	−0.096	**2.75 × 10^−43^**	**2.75 × 10^−42^**
	Trp	−0.033	**2.26 × 10^−6^**	**3.77 × 10^−6^**	−0.036	**2.50 × 10^−7^**	**4.55 × 10^−7^**	−0.039	**2.11 × 10^−8^**	**3.84 × 10^−8^**	−0.022	**0.002**	**0.002**
	Tyr	−0.024	**0.001**	**0.001**	−0.016	**0.021**	**0.026**	−0.025	**3.72 × 10^−4^**	**4.96 × 10^−4^**	−0.021	**0.003**	**0.004**
	Total	−0.076	**1.72 × 10^−27^**		−0.072	**1.11 × 10^−24^**		−0.102	**9.48 × 10^−49^**		−0.034	**9.25 × 10^−7^**	
Hydro phobic	Ala	−0.008	0.280	0.311	−0.020	**0.004**	**0.006**	0.027	**1.32 × 10^−4^**	**1.89 × 10^−4^**	−0.060	**1.50 × 10^−17^**	**3.75 × 10^−17^**
	Gly	−0.054	**1.40 × 10^−14^**	**3.50 × 10^−14^**	−0.066	**1.99 × 10^−21^**	**4.98 × 10^−21^**	−0.028	**5.46 × 10^−5^**	**8.40 × 10^−5^**	−0.092	**1.17 × 10^−39^**	**5.85 × 10^−39^**
	Ile	−0.045	**1.01 × 10^−10^**	**2.02 × 10^−10^**	−0.035	**5.63 × 10^−7^**	**9.38 × 10^−7^**	−0.052	**1.55 × 10^−13^**	**3.88 × 10^−13^**	−0.033	**2.91 × 10^−6^**	**5.29 × 10^−6^**
	Leu	−0.004	0.547	0.547	−0.004	0.533	0.533	−0.016	**0.021**	**0.023**	0.015	**0.029**	**0.034**
	Met	0.006	0.387	0.407	0.014	**0.042**	**0.049**	−0.001	0.942	0.942	0.017	**0.017**	**0.021**
	Phe	−0.075	**1.04 × 10^−26^**	**4.16 × 10^−26^**	−0.070	**9.79 × 10^−24^**	**3.26 × 10^−23^**	−0.084	**2.59 × 10^−33^**	**1.30 × 10^−32^**	−0.056	**1.36 × 10^−15^**	**3.02 × 10^−15^**
	Pro	−0.060	**8.03 × 10^−18^**	**2.29 × 10^−17^**	−0.074	**1.85 × 10^−26^**	**7.40 × 10^−26^**	−0.052	**8.41 × 10^−14^**	**2.80 × 10^−13^**	−0.070	**7.88 × 10^−24^**	**2.25 × 10^−23^**
	Val	−0.017	**0.012**	**0.017**	−0.024	**0.001**	**0.001**	−0.006	0.370	0.390	−0.033	**3.30 × 10^−6^**	**5.50 × 10^−6^**
	Total	−0.084	**4.08 × 10^−33^**		−0.096	**1.31 × 10^−43^**		−0.064	**2.88 × 10^−20^**		−0.109	**2.73 × 10^−55^**	

*p*-values and *q*-values shown in bold face represent significant tests at *α* = 0.05 or *q* = 0.05.

**Table 2:** Amino acid frequencies in overexpressed (*R* > 0) and repressed (*R* < 0) proteins at high temperatures.

Type	Amino Acid	Median Overexpressed (%)	Median Repressed (%)	*p*-Value	*q*-Value
Charged	Arg	5.43	5.19	**8.06 × 10^−21^**	**4.61 × 10^−20^**
	Asp	5.36	5.10	**1.60 × 10^−36^**	**6.40 × 10^−35^**
	Glu	6.61	6.15	**8.28 × 10^−44^**	**6.62 × 10^−42^**
	Lys	6.33	6.06	**1.20 × 10^−21^**	**8.00 × 10^−21^**
	Total	24.32	23.20	**1.90 × 10^−66^**	
Polar	Asn	4.08	4.12	**0.017**	**0.024**
	Cys	1.59	1.60	**0.043**	0.060
	Gln	3.27	3.16	**7.77 × 10^−8^**	**1.88 × 10^−7^**
	His	2.11	2.10	0.204	0.244
	Ser	8.79	8.96	**2.27 × 10^−7^**	**5.19 × 10^−7^**
	Thr	4.90	5.13	**5.31 × 10^−34^**	**1.42 × 10^−32^**
	Trp	1.07	1.11	**4.75 × 10^−4^**	**0.001**
	Tyr	2.65	2.68	0.132	0.163
	Total	29.54	30.04	**2.53 × 10^−20^**	
Hydrophobic	Ala	6.32	6.30	0.889	0.889
	Gly	6.18	6.41	**2.77 × 10^−10^**	**8.21 × 10^−10^**
	Ile	5.12	5.23	**1.87 × 10^−7^**	**4.40 × 10^−7^**
	Leu	9.24	9.27	0.675	0.720
	Met	2.38	2.37	0.399	0.449
	Phe	4.08	4.28	**1.55 × 10^−18^**	**7.75 × 10^−18^**
	Pro	4.54	4.71	**2.56 × 10^−12^**	**8.53 × 10^−12^**
	Val	6.67	6.68	0.178	0.215
	Total	45.77	46.43	**6.56 × 10^−21^**	

*p*-values correspond to the Mann-Whitney’s *U* test. *p*-values and *q*-values shown in bold face represent significant tests at α = 0.05 or *q* = 0.05.

**Table 3:** Amino acid frequencies in highly overexpressed (*R* > 2) and highly repressed (*R* < −2) proteins at high temperatures.

Type	Amino Acid	Median Overexpressed (%)	Median Repressed (%)	*p*-Value	*q*-Value
Charged	Arg	5.26	4.80	**7.82 × 10^−9^**	**1.04 × 10^−7^**
	Asp	5.51	4.95	**1.62 × 10^−12^**	**4.32 × 10^−11^**
	Glu	6.92	5.92	**1.31 × 10^−17^**	**1.05 × 10^−15^**
	Lys	6.78	6.17	**1.78 × 10^−7^**	**1.78 × 10^−6^**
	Total	25.30	22.54	**1.50 × 10^−26^**	
Polar	Asn	4.04	4.29	**2.81 × 10^−4^**	**0.001**
	Cys	1.66	1.69	**0.031**	**0.045**
	Gln	3.13	2.94	**2.87 × 10^−4^**	**6.57 × 10^−4^**
	His	2.03	2.12	**0.023**	**0.035**
	Ser	8.47	8.41	0.780	0.810
	Thr	4.95	5.26	**3.52 × 10^−6^**	**1.56 × 10^−5^**
	Trp	1.05	1.15	**0.035**	**0.050**
	Tyr	2.57	2.86	**6.09 × 10^−5^**	**1.87 × 10^−4^**
	Total	29.74	30.17	**3.20 × 10^−8^**	
Hydrophobic	Ala	6.11	6.12	0.867	0.878
	Gly	6.05	6.50	**5.49 × 10^−5^**	**1.76 × 10^−4^**
	Ile	5.25	5.48	**0.001**	**0.002**
	Leu	9.01	9.17	0.215	0.292
	Met	2.46	2.52	0.321	0.395
	Phe	4.12	4.65	**9.55 × 10^−13^**	**3.82 × 10^−11^**
	Pro	4.31	4.62	**9.34 × 10^−5^**	**2.58 × 10^−4^**
	Val	6.76	6.84	0.294	0.386
	Total	45.20	47.24	**6.04 × 10^−11^**	

*p*-values correspond to the Mann-Whitney’s *U* test. *p*-values and *q*-values shown in bold face represent significant tests at *α* = 0.05 or *q* = 0.05.

**Table 4:** Amino acid composition, intrinsic disorder and response to heat stress of proteins locating to different subcellular locations.

Subcellular Location	*n*	Median Charged Amino Acids (%)	Median Polar Amino Acids (%)	Median Hydrophobic Amino Acids (%)	Median Intrinsic Disorder (%)	Median *R*
Cytosol	633	25.46	26.74	47.31	15.64	0.131
Endoplasmic reticulum	163	24.12	27.22	48.68	10.11	0.147
Extracellular	197	18.94	32.87	48.43	8.61	−0.296
Golgi	375	23.20	29.37	47.38	14.22	0.108
Mitochondrion	286	23.12	27.63	49.26	14.93	0.261
Nucleus	446	26.50	29.16	43.92	42.73	0.406
Peroxisome	63	23.16	26.47	50.00	10.61	−0.207
Plasma membrane	343	22.21	28.63	48.73	14.97	−0.195
Plastid	720	23.33	27.65	48.91	15.28	−0.190
Vacuole	81	21.14	28.24	49.75	8.12	−0.008

**Table 5:** Correlations between amino acid frequencies and response to high temperature among proteins of different subcellular locations.

Subcellular Location	Correlation *R*-Charged Amino Acids		Correlation *R*-Polar Amino Acids		Correlation *R*-Hydrophobic Amino Acids		Correlation *R*-Intrinsic Disorder	
	*ρ*	*p*-Value	*ρ*	*p*-Value	*ρ*	*p*-Value	*ρ*	*p*-Value
Cytosol	0.171	**1.54 × 10^−5^**	−0.142	**3.27 × 10^−4^**	−0.069	0.082	0.123	**0.002**
Endoplasmic reticulum	0.061	0.437	−0.015	0.847	−0.112	0.155	0.226	**0.004**
Extracellular	0.054	0.452	0.021	0.765	−0.073	0.309	0.068	0.346
Golgi	−0.046	0.370	0.068	0.191	−0.009	0.866	0.073	0.156
Mitochondrion	0.124	**0.036**	0.060	0.312	−0.125	**0.034**	0.065	0.272
Nucleus	0.020	0.681	−0.119	**0.012**	0.102	**0.031**	−0.207	**1.09 × 10^−5^**
Peroxisome	0.016	0.902	−0.104	0.416	0.080	0.535	0.237	0.062
Plasma membrane	0.064	0.234	−0.017	0.750	−0.004	0.947	−0.154	**0.004**
Plastid	0.137	**2.20 × 10^−4^**	0.007	0.859	−0.110	**0.003**	0.062	0.095
Vacuole	0.184	0.099	0.082	0.466	−0.189	0.091	0.266	**0.017**

*p*-values shown in bold face represent significant tests at *α* = 0.05.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/19/8/2276/s1.

## Abbreviations

IDR	Intrinsically Disordered Region
MS	Murashige and Skoog
TAIR	The Arabidopsis Information Resource
BLAST	Basic Local Alignment Search Tool

# Supplementary material for: Arabidopsis Heat Stress-Induced Proteins Are Enriched in Electrostatically Charged Amino Acids and Intrinsically Disordered Regions
**Source:** Int J Mol Sci. 2018 Aug 3;19(8):2276. doi: 10.3390/ijms19082276
**Supplement:** Supplementary file 1

**Table S1. Gene Ontology biological process enrichment analysis of genes with  $R > 1$ .**

Gene Ontology enrichment analyses were conducted using the “Enrichment analysis” tool in the Gene Ontology website (<http://geneontology.org/>). 

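Table S1 compares the number of genes with *R* > 1 in each biological process with the number expected from all genes of the genome, and gives the ratio of both as a fold enrichment. In the sets of words fixed before the data were examined, where the comparison is with the other genes tested, *R* was above 1 in 103 of 304 genes for pentatricopeptide repeat proteins, which bind RNA in organelles (33.9%, odds ratio 3.44), in 9 of 22 genes for ribosome biogenesis (40.9%, odds ratio 4.53), and in 23 of 56 genes for splicing (41.1%, odds ratio 4.58). The adjusted p of these sets in one-sided Fisher's exact tests was 1.30e-19, 0.00217, and 5.56e-07, respectively. Under the alternatives run at this threshold of *R*, the odds ratio was between 1.76 (normexp background correction) and 4.42 (quantile normalization) for the pentatricopeptide set, between 3.80 and 6.59 for ribosome biogenesis, and between 4.00 and 5.48 for splicing. By contrast, *R* was above 1 in 44 of 772 protein kinase genes (5.70%, odds ratio 0.384), in 15 of 158 genes for pectin and the cell wall (9.49%, odds ratio 0.683), and in 0 of 4 defensin-like genes. The adjusted p of one-sided Fisher's exact tests for depletion was 1.46e-11 for the protein kinase set and 0.329 for the pectin and cell wall set. Of the protein kinase genes, 117 were higher and 332 were lower at 37 °C in limma, with a median log2 fold change of −0.30. The differences of the pentatricopeptide, ribosome biogenesis, splicing, protein kinase, and pectin sets were past the threshold in camera and in fry, and with a correlation between genes estimated from the data those of the ribosome biogenesis and splicing sets remained past it, as did that of the chaperone set. Without scaling between arrays, the protein kinase and pectin sets were not past the threshold in fry, and without a filter on dim probes the pectin set was not past it in camera. At a threshold of 2 in place of 1, the ribosome biogenesis, splicing, and pentatricopeptide sets were no longer past the threshold of Fisher's exact test.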

Indentation represents the hierarchy of GO terms.

**Table S2. Gene Ontology molecular function enrichment analysis of genes with  $R > 1$ .**

Gene Ontology enrichment analyses were conducted using the “Enrichment analysis” tool in the Gene Ontology website (<http://geneontology.org/>). Indentation represents the hierarchy of GO terms.

**Table S3. Gene Ontology subcellular location enrichment analysis of genes with  $R > 1$ .**

Gene Ontology enrichment analyses were conducted using the “Enrichment analysis” tool in the Gene Ontology website (<http://geneontology.org/>). Indentation represents the hierarchy of GO terms.

How the deposited data were processed for this re-analysis (not part of the article)

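Gene expression was measured in dark-grown Columbia seedlings at 0 h at 22 °C, after 24 h at 22 °C, and after 24 h at 37 °C, with 4 biological replicates per condition and 1 one-color array of 60-base probes per replicate. The condition and the replicate of each array were taken from the labels of the deposited samples and the methods of the paper. The authors labeled the RNA, hybridized and scanned the arrays, and extracted the spots with Feature Extraction software, and the intensity values that they deposited are linear and corrected for background by that software. The authors also deposited log2 values for 31993 spots, which they made with GeneSpring. In those log2 values every array had the same minimum (2.48), median (9.63), 75th percentile (11.42), and maximum (19.02), and the correlation of each array with the log2 of its own intensities was at least 0.997. The text of the paper does not name a normalization between arrays.

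Control spots and spots marked as outliers by the software were left out, and saturated spots were kept. Spots of a probe were averaged as log2 values, and the 75th percentile of each array was brought to the mean of the 12 arrays. Of the 43803 spots, between 27839 and 32784 per array were well above background, and the signal of the others is dominated by noise. A probe passed when it was well above background in at least 3 of 4 replicates of at least 1 condition. Probes were named from the loci and RefSeq transcripts in the files through a RefSeq gene table (assembly TAIR10.1), which held 34705 of the 36226 spots that name a RefSeq transcript. Probes with several loci (497) or none (6787) were used only where stated. The log2 values of different probes of a gene were averaged for limma. For *E* and *R*, linear scaled signals were averaged over replicates and then over probes, following formula 1 of the paper.

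Tests were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and plots were drawn with Python 3.11.15 and matplotlib 3.10.9. A linear model with the 3 conditions was fitted to all 12 arrays, so that they share one estimate of error, and p-values were adjusted after Benjamini-Hochberg with a threshold of 0.05. Spearman's *ρ* across genes was tested with 100000 permutations, and correlations between arrays with all 35 divisions of 8 arrays into 4 and 4. Sets of genes were defined by words in the gene descriptions of the array, and tested with Fisher's exact test, with camera at a preset correlation of 0.01 and at an estimated correlation, and with fry. The limma step was tested on simulated values of 20249 genes with independent normal noise of equal spread on all arrays. Of 200 genes changed by known amounts, 79.5% were recovered in the heat contrast and 79.5% in the time contrast, with 9 and 6 other genes called, respectively. Scaling, the filter, and the averaging of probes were not part of this test. Far more genes changed with heat in the real data, so that the test cannot give the recovery there.

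The genes named are 10 heat marker genes and 4 reference genes fixed by locus before the data were examined, and the 5 genes with the largest increases and decreases among those past the threshold in limma, with no overlap between arrays of the 2 temperatures and with at least 1 probe well above background on all of them. Genes named for extreme values of *R* and probes named for transposons were chosen after their values were seen. Probes for transposons were first counted among those with a single locus, which left 2, and were then counted among all probes as the design fixed before the data states. Where a gene was not well above background on any array of a group, a lower limit of the fold difference is given, from the mean of the bright group against the mean of the lowest signals well above background on each array of the dim group (or the signal of the probe itself where it was higher).

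The alternatives were normexp background correction (offset 50), quantile normalization, no scaling, the deposited log2 values on their own set of spots, no filter and a strict filter on dim probes, signals floored at the lowest signal well above background, the probe with the highest signal per gene, means of log2 signals, the replicate number or the slide number in the file headers as a block, only the groups compared in the fit, each array left out in turn with the filter from all 12 arrays, and *R* above 2 in place of *R* above 1. The time of image extraction as a block, *E*_0,22_ in place of *E*_24,22_, and a set for unfolded protein binding were added after the data were seen. The headers gave 2 slide numbers, but 9 files shared 3 slide positions, so that the slide of an array is uncertain. They gave 7 times of image extraction and a single scan date. Protein sequences and a genome were not used here, so that amino acid composition, intrinsic disorder, GC content of genes, and subcellular location were not analysed here.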

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

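The tests of the bright probes of a gene and of the scaling of transposon probes were chosen after the results were seen, whereas the effect of leaving out replicate 2 at 37 °C on the genes lower at 37 °C was fixed before. Each quantity and each named gene was examined for 1 array far from the other 3 of its condition by Dixon's ratio. Among 98 groups of 4 arrays, 9 had such an array, and 4.9 are expected by chance.

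Of these 9 cases, 4 concern replicate 2 at 37 °C. Its mean *ρ* with the other 37 °C arrays was 0.961, whereas that of the others was between 0.978 and 0.979. Its log2 signal was 12.82 for HSP90.1 (others 13.87 to 14.04) and 10.90 for GAPC2 (others 13.00 to 13.18). In 622 genes with at least 3 probes that are bright on all arrays, the median SD of the deviations of the probes of a gene was 0.523 on this array, compared with 0.140 to 0.191 on the other 37 °C arrays and 0.113 to 0.160 on the arrays at 22 °C. A loss of signal shared by all probes would leave this SD unchanged, so that the value argues against it as the whole cause. The form of this test was chosen after a second one had also been seen. In that one, with at least 5 bright probes per gene (47 genes) and deviations from the mean of the other replicates, the SD was 0.477 on replicate 2 and 0.381 on replicate 3, and between 0.122 and 0.198 on the other arrays, so that it sets replicate 2 apart less clearly. The array does not set the number of lower genes: without it, 7321 genes were lower at 37 °C, compared with 6984 with it. Partial degradation of the RNA, which would reduce probes of a transcript unequally, may be a candidate explanation, but the positions of probes in transcripts were not analysed here, and the paper reports that RNA integrity was tested. A difference in transcript levels between seedlings that moves all probes of a gene alike would also leave the SD within genes unchanged. The SD of 0.523 argues against such a difference as the whole cause. Other differences between the seedlings of this replicate stay open.

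The other 5 cases are spread over arrays. The log2 signal of PXMT1 at 0 h was 14.73 on replicate 3 and 11.27 to 11.68 on the others. At 24 h and 22 °C, HSP101 was at 10.80 on replicate 4 (others 10.40 to 10.45), AT5G38020 at 11.92 on replicate 1 (others 11.15 to 11.26), and AT5G46890 at 11.47 on replicate 3 (others 10.94 to 11.03). When *R* was computed for single arrays at 37 °C, 1629 genes lay below −2 on replicate 1 and between 1507 and 1527 on the others. A number of this size is near what chance gives, and no biological explanation was tested for these cases.

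The paper analyses probes of protein-coding genes. Of 77 probes whose description contains a transposon word, 11 passed the filter, and 5 of these were higher and 1 was lower at 37 °C in limma. Between 0 h and 24 h at 22 °C, 0 of the 11 changed in limma, and 0 had an unadjusted p under 0.05. The probes were chosen by their description, and those named below after their values were seen. A pair of them was not well above background on any array at 0 h or at 24 h and 22 °C, but was on all 4 arrays at 37 °C. One matches a putative transposon protein (probe A_84_P783704) and was at least 350-fold higher at 37 °C, and the other matches an En/Spm-like transposon protein (probe A_84_P115722) and was at least 209-fold higher. The other increases were in AT1G15300, similar to an Ac transposase (2.38), in a Mutator-like transposase (probe A_84_P22950; 2.11), and in an Ac-like transposase (probe A_84_P764188; 0.87), and the decrease was in AT2G19960 (−1.44). Without scaling, with quantile normalization, and with the deposited log2 values, 5 of the transposon probes were higher. This number cannot decide whether scaling between arrays is a cause. Each alternative moved the median log2 fold change of all genes upward (from −0.06 to between 0.04 and 0.08), so that fewer higher probes were not to be expected. The size of these shifts does argue against scaling as the cause of the increases. Even the increases in probes well above background on all arrays (2.38, 2.11, and 0.87) were larger than the shifts. An effect of heat on these transcripts stays open as a hypothesis, and so does hybridization of the probes to other transcripts induced by heat, which was not tested.

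Of 2606 probes with no assigned locus that passed the filter, 462 were over 2-fold higher and 494 over 2-fold lower at 37 °C. The share of these probes that changed in either direction was 52.7%, and 60.5% among the 28227 probes of protein-coding genes. What these probes match was not analysed here, and no biological explanation was tested.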

How the results depend on the processing

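Alternatives for the time of image extraction, for *E*_0,22_, and for unfolded protein binding were chosen after seeing the data. All others were fixed before. Of the values computed under an alternative for the main results, 530 kept their direction and their side of the threshold, or moved by less than the error or the factor allowed (1.5 for counts), 31 moved further, 6 were no longer past the threshold, and no difference past the threshold reversed. The sign of the median of *R*, and whether more genes were higher or lower at 37 °C, did change, as given below. The cause was not tested where none is given below.

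With normexp background correction, 330 genes had *R* above 2 and 563 had *R* below −2; the offset of 50 added to every signal pulls ratios of dim probes toward 0. The median of *R*, −0.0093, was 0.064 with quantile normalization, 0.156 without scaling, 0.066 with the deposited log2 values, 0.106 without a filter, 0.032 with the strict filter, and −0.061 with means of log2 signals; it was also above 0 with normexp correction (0.0026), floored signals (0.0032), and without 37 °C replicate 4 (4.35e-05). Without scaling, 4541 genes were lower at 37 °C, 295 changed over time, and the adjusted p in fry was 0.369 for the protein kinase set and 0.0668 for the pectin and cell wall set; in the other alternatives run for fry it was at most 0.0139 for both. Higher genes made up 46.4% of the changed genes, and 52.2% without scaling, 51.7% with quantile normalization, and 51.6% with the deposited values.

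Without a filter, 274 genes changed over time, 9 transposon probes were higher at 37 °C, *ρ* between *E*_24,22_ and *E*_24,37_ was 0.939, and the adjusted p in camera of the pectin and cell wall set was 0.216; in the other alternatives run for camera it was at most 0.00252. With the strict filter, which tests 18414 genes in place of 20249, 3 transposon probes were higher and 0 lower, *ρ* was 0.875, and 762 genes had *R* below −2, because genes dim at 37 °C are left out. With the probe of highest signal, *ρ* was 0.902. At *R* above 2, the odds ratio was 2.94 for ribosome biogenesis (adjusted p = 0.285), 2.26 for splicing (0.264), and 1.76 for pentatricopeptide proteins (0.0860) in one-sided Fisher's exact tests.

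The number of genes changed over time depended most on the model. It was 170 with the replicate number as a block, 1128 with only the groups compared in the fit, 665 with the batch of extraction as a random block, and 0 in limma with it as a fixed block (2149 at an unadjusted p under 0.05, and 3303 without the block). Leaving out each array gave between 140 and 1209 genes, the latter without 37 °C replicate 2. Without single arrays, between 1 and 2 transposon probes were lower, with 2 when 37 °C replicate 2 was left out. The replicate block gave 5813 higher and 6761 lower genes at 37 °C. Deviations of arrays with the same number had correlations between −0.443 and 0.355 (12 pairs), so that the samples share only a number.

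Among single genes, 667 values stayed on their side of the threshold. PP2AA3 passed it without 37 °C replicate 3, with a log2 fold change of PP2AA3 of −0.28, and the log2 fold change of GolS1 was 1.42 with the extraction batch as a fixed block, no longer past it. Leaving out single arrays, 5657 to 6510 genes were higher and 6529 to 7321 lower at 37 °C.

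Signals near background limit the ratios. Of the genes with *R* above 2, 209 were not well above background in 3 of 4 replicates of both groups, and of those with *R* below −2, 575. The alternatives that need protein sequences or a genome (amino acid composition, disorder, GC content of genes, isoform, protein length, a sequence search of the probes) were not run, nor was the scan date as a block, since there was a single date.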

Differences from the paper's values

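The paper gives *ρ* = −0.156 between *R* and the expression level at 22 °C, whereas it was −0.066 in the scaled intensities. Of the alternatives set before the data were examined, quantile normalization (−0.162), the deposited log2 values (−0.165), no filter on dim probes (−0.161), and the strict filter (−0.146) lay within the SD between arrays (0.030) of the paper's value. Normexp correction (−0.106), no scaling (−0.071), floored signals (−0.100), the probe with the highest signal (−0.062), means of log2 signals (−0.057), and each array left out in turn (−0.079 to −0.056) did not.

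For the expression level at 37 °C, the paper's value is 0.241, and it was 0.332 here. Quantile normalization (0.238) and the deposited log2 values (0.232) lay within the SD between arrays of the paper's value. Normexp correction (0.30), no scaling (0.328), no filter (0.144), the strict filter (0.295), floored signals (0.304), the probe with the highest signal (0.323), means of log2 signals (0.349), and each array left out in turn (0.321 to 0.341) did not.

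By the sign of *R*, the paper counts more overexpressed than repressed genes, whereas 10035 genes had *R* above 0 and 10214 had *R* below 0 here. A change of the scaling alone, to quantile normalization, brought both correlations within the SD of the paper's values and gave more genes above 0. The deposited log2 values did the same on their own set of spots, and no other alternative did so for both correlations. Of the alternatives set before the data were examined, more genes lay above 0 than below with normexp correction (10154 and 10095), quantile normalization (10698 and 9551), no scaling (11459 and 8790), the deposited log2 values (10790 and 9630), no filter (14154 and 11716), the strict filter (9468 and 8946), floored signals (10153 and 10096), and without 37 °C replicate 4 (10126 and 10123). More lay below 0 with the probe with the highest signal (10103 and 10146), with means of log2 signals (9614 and 10635), and without any other single array (between 9772 and 10123 above 0).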

Other observations

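The test of the shared estimate of error was chosen after the result was seen. The fixed block for the extraction batch, the use of *E*_0,22_ in place of *E*_24,22_, and the correlations between separate replicates were added after the data were seen, although what the block and *E*_0,22_ would show was written before their results.

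Chance as the origin of the heat response can be excluded for the number of changed genes, at a share of divisions of 0.0286, the smallest that 35 divisions allow. Of 35 divisions of the 8 arrays at 24 h into 4 and 4, 1 gave as many changed genes as the division by temperature, namely that division itself, and the largest number in another was 0. For time, 1 of 35 divisions gave 494 or more genes, and the largest number in another was 7.

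The batch of image extraction as the cause of the heat response predicts that few genes remain with the batch as a block. With it, 11348 genes changed between temperatures, compared with 13024 without it. For the time contrast the block leaves a single batch with arrays of both time points, and what part of the 494 genes follows the batch cannot be read from the 0 genes called there.

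The number of genes changed between 0 h and 24 h rose to 1209 when 37 °C replicate 2 was left out, although this array is not part of the comparison. A candidate explanation is that the spread of the 37 °C arrays enters the shared estimate of error. A fit of the 8 arrays at 22 °C alone gave 1128 changed genes, which is consistent with it.

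*R* contains both expression levels, so that errors of the arrays at 22 °C may produce a negative *ρ* with *E*_24,22_. With *E*_0,22_, from arrays that do not enter *R*, *ρ* was −0.0661, which argues against shared error as the whole source of the value with *E*_24,22_. Between *R* of replicates 1 and 2 and *E*_24,22_ of the other replicates, *ρ* was −0.0264, and −0.0316 with the same replicates. Between *R* of replicates 1 and 2 and *E*_24,37_ of the other replicates, *ρ* was 0.342, and 0.368 with the same replicates. That a difference varies with one of its terms by construction is not excluded by either value.

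The GC content of probes as a source of *R* predicts an absolute *ρ* over 0.1 across genes. *ρ* between *R* and the mean GC content of the probes of a gene was −0.0161 (permutation test, two-sided, p = 0.0227), and −0.0053 (p = 0.454) for the ratio between 24 h and 0 h. The GC content of probes is not that of the gene, which the paper uses.

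A hypothesis was that changes made between 0 h and 24 h at 22 °C are not made, or are undone, at 37 °C, so that they are smaller there in both directions. Genes were chosen on replicates 1 and 2 at 0 h and at 24 h and 22 °C. Their changes were measured on the other replicates at 22 °C and on all 4 arrays at 37 °C. The changes at both temperatures share the arrays at 0 h and their error. The median log2 change from 0 h of 195 genes higher at 24 h was 1.01 at 22 °C and −0.57 at 37 °C. Of these genes, 82.1% moved less at 37 °C or in the opposite direction, and 117 moved in the opposite direction. The median change of 249 genes lower at 24 h was −0.78 at 22 °C and −1.47 at 37 °C. Of these, 35.7% moved less or in the opposite direction, and 46 moved in the opposite direction. The result was negative, since the genes lower at 24 h were further reduced at 37 °C.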
